A study of Columba livia and Gallus gallus with 96 samples.

How the data were processed

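RNA was measured in 96 libraries of limb buds, 72 from domestic pigeon (Columba livia) embryos and 24 from chicken embryos, in 24 groups of 4. The pigeon groups cross 3 foot phenotypes (scale, grouse and muff) with the forelimb or hindlimb bud and 3 Hamburger-Hamilton stages, HH21, HH25 and HH29. Scale pigeons have scaled feet, and grouse and muff are the feather-footed groups. The stages correspond to embryonic days 3.5, 4.5 and 6 per the labels. Per the labels' protocols, forelimb and hindlimb buds were dissected as pairs, RNA was extracted from each limb, and stranded poly(A) libraries were sequenced from both ends on an Illumina HiSeq instrument, with 12 libraries per lane. The labels do not say which libraries shared a lane.

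The 111 deposited files comprised 96 files of counts, 1 per library, and 15 tables made by the authors. The deposited count files hold whole-number read counts, and their names name featureCounts. The version, the strand setting, the aligner and the genome build are not given in the sources used here. Pigeon features are RefSeq transcript identifiers, sets of them that the authors counted together, or gene models with a CLIV prefix. Chicken features are Ensembl genes. The authors' deposited tables give, per the file headers, a mean of normalized counts (a signal averaged over libraries), a log2 fold change with its standard error, a test statistic (a score of the Wald type), and a p-value with its adjusted p-value. Their columns are named as DESeq2 writes them, with no version stated. The signal in the authors' deposited pigeon tables equalled the mean of median-ratio normalized counts over all 24 pigeon libraries of a stage, within a relative difference of 1e-06, so all 24 entered 1 fit. Low-count genes had small fold changes in the authors' deposited tables for counts that differed widely, so these fold changes were treated as shrunken. Directions in those tables were read from TBX5 and TBX4: limb tables give forelimb over hindlimb, and phenotype tables give the second-named group over the first. Chicken fold changes are printed here with the sign turned, as hindlimb over forelimb.

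The pigeon counts covered 21379 features, of which 20879 carry a name in the authors' deposited tables and 17420 a gene symbol. These make 14345 distinct names and 11891 distinct symbols, and 10871 of the symbols also occur in the supplied RefSeq table of assembly bColLiv1.pat.W.v2. No coordinates were used, because the build behind the counts is not stated. Gene symbols are split over several features for 1747 genes, 3817 features are sets of transcripts and hold 11.9% of the counts, and 500 are CLIV models. Tests were therefore run per feature, and a sum over each gene name was an alternative. Counts of calls are counts of features. TBX5 has 4 features, and the one used for TBX5 (XM_005500161.2,XM_005500160.2,XM_005500158.2) holds 95.6% of the gene's counts. FGF10 has no pigeon feature under that name. The chicken counts covered 24881 genes. The title and the stage field of the chicken labels differ for most chicken libraries, and the titles were used.

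Library totals ranged from 10438537 to 16378164 counts in pigeon (median 12915094.5), with 15859 to 16822 features detected and 4.85% to 6.0% of counts in the 10 most abundant features. Chicken totals ranged from 30073978 to 41721216 (median 33760745.5), with 15624 to 16303 genes detected and 5.74% to 7.6% of counts in the 10 most abundant genes. Over the 108 pigeon replicate pairs within groups, the chi-square per degree of freedom of the counts had a median of 15.31 and a lowest value of 3.96, so no pair of these held copies. Pairs across groups and chicken pairs were not compared.

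Each comparison was fitted with edgeR 4.0.16 on the libraries of its own groups: filterByExpr with its default settings, TMM scaling, the quasi-likelihood test, and Benjamini-Hochberg adjustment. A feature was called when its adjusted p was below 0.05. Between 12891 and 14090 features were tested. Log2 fold changes use edgeR's default prior count, and each standard error is the fold change divided by the square root of its test statistic. CPM values are counts scaled by library total and TMM factor, given as mean ± SD over the 4 libraries of a group. Hindlimb was compared with forelimb within each phenotype, grouse and muff with scale in each limb, and muff with grouse in the hindlimb. The interaction asks whether the hindlimb–forelimb difference of grouse or muff differs from that of scale. This gave 30 pigeon comparisons. For hindlimbs, a shift of limb-biased genes was tested with fry in limma 3.58.1 after voom, with adjustment over the 18 tests. The sets held features called between the limbs with an absolute log2 fold change of at least 1, in the phenotype that the comparison did not contain, so that set and test shared no library. Sets needed 3 members. Each median was placed among 10000 random lists of the same size matched on mean level in 20 bins.

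Genes were named by a rule with 4 parts. Part 1 is a fixed list of 12 genes: TBX5, TBX4, PITX1, ISL1, HOXC4, HOXC5, HOXC9, HOXC10, HOXC11, SHH, FGF8 and FGF10. Part 2 takes, for scale hindlimb–forelimb and the 3 hindlimb comparisons of phenotypes, genes with a symbol called in 1 direction at all 3 stages with CPM ranges that did not overlap. The 5 per direction whose smallest fold change over the stages was largest were named. In scale hindlimb–forelimb, 4 of the 5 that were lower are TBX5 features. Part 3 takes, per comparison and stage, the gene per direction with the largest fold change, a mean of at least 1 CPM in the higher group and no overlap. Part 4 takes, in each interaction, up to 2 called genes with a symbol and the smallest adjusted p-values. A gene that the rule names is not reported here. Genes outside these parts are marked as chosen after their values were seen.

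Replicate numbers recur across the groups. Whether they pair libraries was checked with the correlation, across features, of the deviations of same-numbered libraries from their group means, on log2 CPM with a prior count of 2. All 36 forelimb–hindlimb pairs of 1 phenotype and stage lay above 0.1 (0.2 to 0.66, median 0.55), against medians of −0.14, −0.19 and −0.17 for differently numbered pairs at HH21, HH25 and HH29. The numbers therefore pair the limbs within a phenotype, and the labels describe buds dissected as pairs. Between phenotypes, all 4 same-numbered pairs lay above 0.1 at HH25 for scale with grouse (0.11 to 0.33 in hindlimb, 0.23 to 0.31 in forelimb) and scale with muff (0.13 to 0.4 and 0.23 to 0.39). The same held for grouse with muff hindlimb at HH21 (0.13 to 0.42). There the pairing comes from the correlations alone. In the other comparisons between phenotypes the numbers do not pair the libraries. The model without the block stayed the reported one, as fixed in the plan. Where all same-numbered pairs lay above 0.1, the blocked value is given beside a result whose call it changed or whose count it moved by over 1.5 times.

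The comparisons, tests, naming rule and most alternatives were fixed before the data were examined. The alternatives fixed in this way were DESeq2 1.42.0, RLE size factors, no filter on low counts, the replicate number as a block, 1 fit over all 24 libraries of a stage, and leaving out each library. For the sets they were camera with a preset correlation of 0.01, sets from the chicken table, and no minimum fold change. For the chicken table the alternative was an adjusted p below 0.01. Alternatives added after seeing the data were a batch term parting replicates 1 and 2 from 3 and 4, a Z score as a covariate, counts summed per gene name, a block for each phenotype and number in the interactions, and sets without the TBX5 features. The Z score of a library is the median deviation of a fixed list of 117 chicken Z-linked genes from their stage medians, on log2 CPM with a pseudocount of 1, less that of all genes. It used 99 genes in pigeon (84.6%) with mean log2 CPM of at least 3, and 84 in chicken (71.8%), which is under 80% and voids the list there.

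For each comparison all 35 splits of the libraries into groups of 4 were refitted. For the interactions the forelimb and hindlimb libraries of 1 phenotype and number were moved together. The overlap of grouse–scale and muff–scale calls was set beside 100 simulations of unchanged groups. The planned simulation drew the unchanged groups around the means of the measured scale libraries, which leaves out the error that the scale libraries bring to both comparisons. A second simulation, added after the first results, therefore redrew the scale libraries as well.

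The fits were tested on simulated counts with 200 changed features at HH25. edgeR called 86% of the changed features for scale hindlimb–forelimb, with 6% unchanged features among its calls (13235 features). The figures were 88% and 5.4% for muff–scale hindlimb (13173 features), and 70.5% and 3.4% for the muff interaction (13522 features). With DESeq2 the unchanged share of calls was 17.9%, 14.6% and 13.9%. Computations used R 4.3.3, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

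The chicken counts entered no test, because 12 of the 24 libraries carry the limb marker of the other limb (given with the chicken values). The authors' deposited chicken tables were used in their place, matched to pigeon by gene symbol. GC content and transcript length were not analysed here, because no sequence of the counted features was at hand.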

Results

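Gene expression was measured in the forelimb and hindlimb buds of scale, grouse and muff pigeon embryos and of chicken embryos at stages HH21, HH25 and HH29. The 72 pigeon and 24 chicken libraries form 18 and 6 groups of 4. Total counts per library ranged from 10438537 to 16378164 in pigeon and from 30073978 to 41721216 in chicken. All calls below are edgeR quasi-likelihood tests with a Benjamini-Hochberg adjusted p below 0.05, with 4 libraries per group, unless another tool is named. Counts of calls at the 3 stages are given in the order HH21, HH25 and HH29.

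The comparison of scale hindlimb with scale forelimb asked which genes distinguish the limbs of a pigeon with scaled feet. It called 150 features at HH21 (57 higher and 93 lower in hindlimb), 122 at HH25 (56 higher, 66 lower) and 235 at HH29 (127 higher, 108 lower). These features carry 144 distinct gene names at HH21 and 117 at HH25. The replicate block, which pairs the limbs of 1 number, moved these counts most, to 1430, 1394 and 1532. At all 3 stages, 12 features were called higher and 20 lower.

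TBX5 (XM_005500161.2,XM_005500160.2,XM_005500158.2) averaged 162 ± 25.1, 291 ± 57.6 and 285 ± 21.1 CPM (SD, n = 4) in scale forelimb at HH21, HH25 and HH29. In scale hindlimb it averaged 0.226 ± 0.1, 1.24 ± 0.331 and 3.87 ± 0.435 CPM. The log2 fold changes were −9.43 (SE 0.21, adjusted p 1.2e-09), −7.85 (SE 0.21, adjusted p 2.38e-08) and −6.2 (SE 0.11, adjusted p 9.72e-11). Of the smaller TBX5 features, XM_005500161.2 and XM_005500160.2 were listed at 0 counts in all scale hindlimb libraries, and XM_005500158.2 had 0, 2 and 11 counts over the 4 libraries. TBX4 (XM_005511931.1) averaged 134 ± 8.27, 154 ± 8.56 and 185 ± 6.95 CPM in scale hindlimb against 0.592 ± 0.0485, 2.24 ± 0.603 and 1.83 ± 0.335 in forelimb. Its log2 fold changes were 7.79 (SE 0.11, adjusted p 3.45e-11), 6.1 (SE 0.15, adjusted p 1.99e-08) and 6.66 (SE 0.12, adjusted p 9.72e-11). PITX1 (XM_005503471.1) averaged 169 ± 24.4, 292 ± 25.6 and 310 ± 10 CPM in scale hindlimb against 1.34 ± 0.675, 5.11 ± 1.49 and 7.47 ± 1.14 in forelimb. Its log2 fold changes were 6.94 (SE 0.23, adjusted p 4.65e-08), 5.83 (SE 0.18, adjusted p 5.4e-08) and 5.37 (SE 0.11, adjusted p 2.74e-10). Each library is drawn in the plot of limb marker genes.

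**Figure D1:**
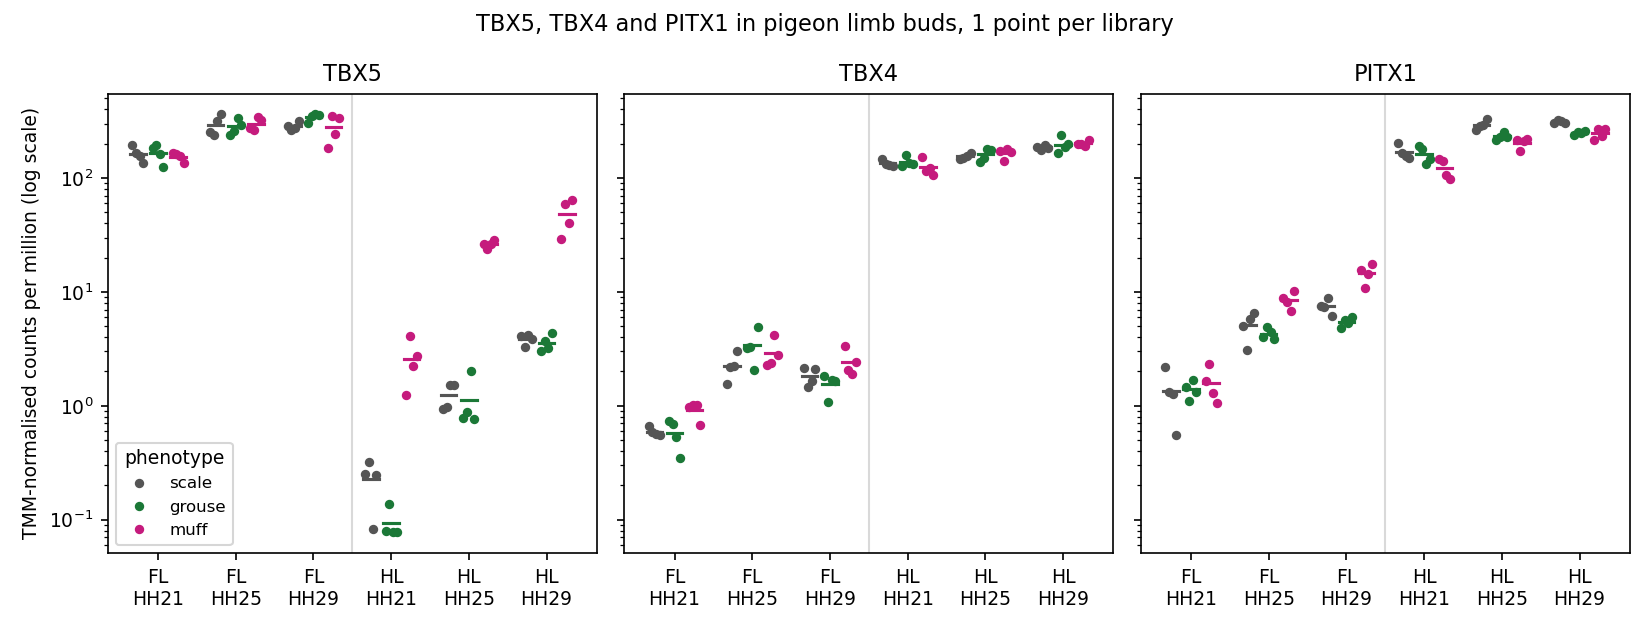
CPM of TBX5, TBX4 and PITX1 in each pigeon library on a log axis, by limb, stage and phenotype. Each point is a library and each bar the mean of 4. Muff hindlimb TBX5 averaged 2.58, 26.2 and 48.3 CPM at HH21, HH25 and HH29, against 0.226, 1.24 and 3.87 in scale hindlimb.

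Among the other genes called at all 3 stages in scale, HOXC10 (XM_005514731.1) was higher in hindlimb by log2 fold changes of 7.67, 6.65 and 6.07, and HOXB9 (XM_005508221.1) by 6.13, 4.55 and 4.12. HOXC11 (XM_005514730.1) averaged 34.7 ± 6.39, 36.5 ± 4.87 and 32.3 ± 2.24 CPM in hindlimb, with 1, 4 and 2 counts over the 4 forelimb libraries. HOXD8 (XM_005514205.1) was lower in hindlimb by log2 fold changes of −2.61, −3.28 and −3.27. ISL1 was higher by 4.39, 2.64 and 2.56 and HOXC9 by 1.3, 1.12 and 0.85. HOXC4 had log2 fold changes of −1.87, −2.31 and −2.54 and was not called at HH25 (adjusted p 0.13). Of the fixed list, 9, 7 and 8 genes were called over all features, and 9, 10 and 8 when adjusted over the list alone.

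Within grouse, 67 (20 higher and 47 lower in hindlimb), 176 (80 and 96) and 129 (61 and 68) features were called between the limbs. The replicate block gave 179 at HH21 and 1427 at HH25. In muff, the limbs differed in 124 (43 and 81), 151 (55 and 96) and 90 (50 and 40) features, and the block gave 612, 1035 and 1083. The TBX5 log2 fold changes of hindlimb over forelimb were −10.64, −7.95 and −6.57 in grouse and −5.9, −3.52 and −2.52 in muff, all called. Fixed-list genes called were 9, 7 and 7 in grouse (9, 10 and 9 adjusted over the list alone). In muff they were 9, 8 and 6 (9, 10 and 7 adjusted over the list alone). The numbers of called features are drawn in the plot of calls per comparison.

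**Figure D2:**
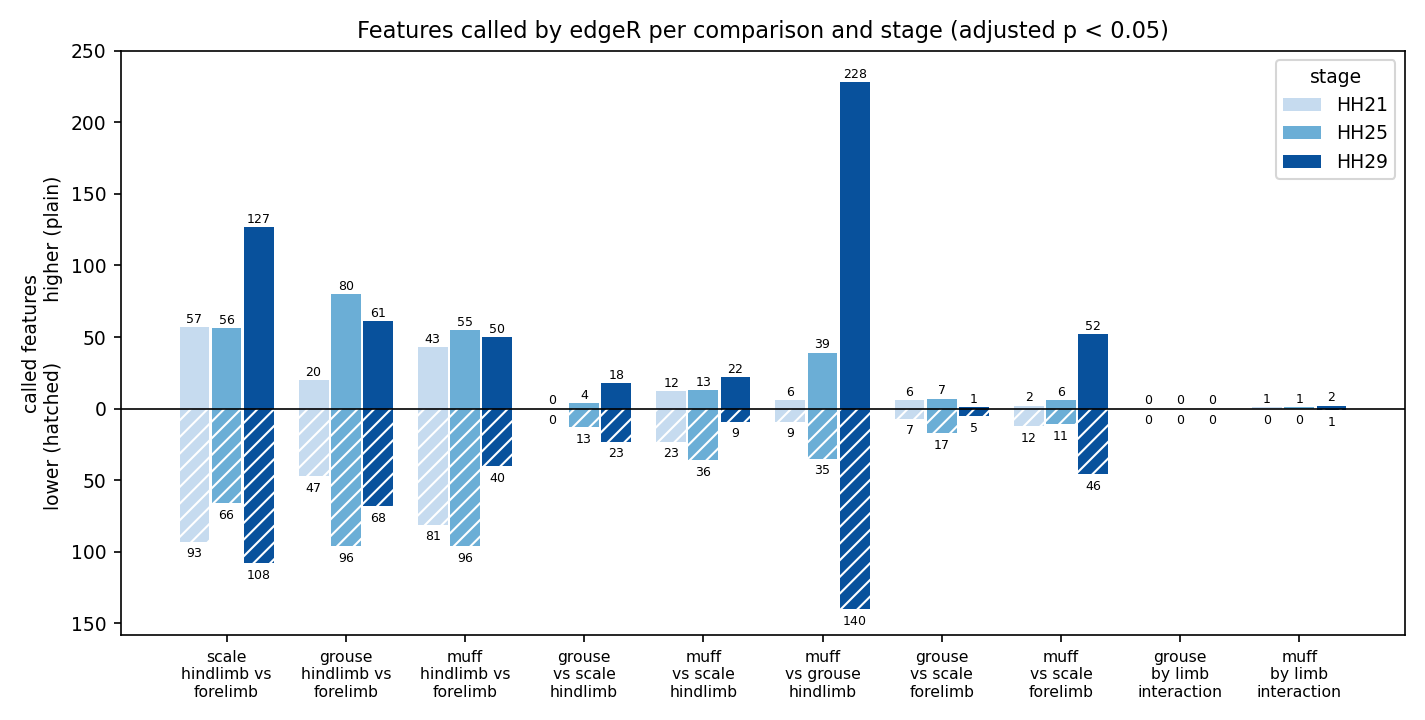
Number of features called higher (plain bars) or lower (hatched bars) in each comparison at HH21, HH25 and HH29, by edgeR with an adjusted p below 0.05 and 4 libraries per group. Scale hindlimb differed from scale forelimb in 150, 122 and 235 features, and grouse from scale hindlimb in 0, 17 and 41.

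Replicates 1 and 2 parted from replicates 3 and 4 across the phenotypes. Between these parts of the libraries, with group as a term, 4885 of 13596 features were called at HH21, 7263 of 13768 at HH25 and 388 of 14199 at HH29. The other pairings of the numbers gave 21 and 1 features at HH21, 0 and 24 at HH25, and 2 and 0 at HH29. At an unadjusted p below 0.05, these pairings had 1038 and 453, 373 and 1074, and 1635 and 982 features by edgeR. Every group holds replicates of both kinds, so the comparisons were refitted with a batch term. For the limbs, the count then moved by over 1.5 times to 385 in scale and 371 in grouse at HH25, and to 265 and 277 in muff at HH21 and HH25.

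**Figure D3:**
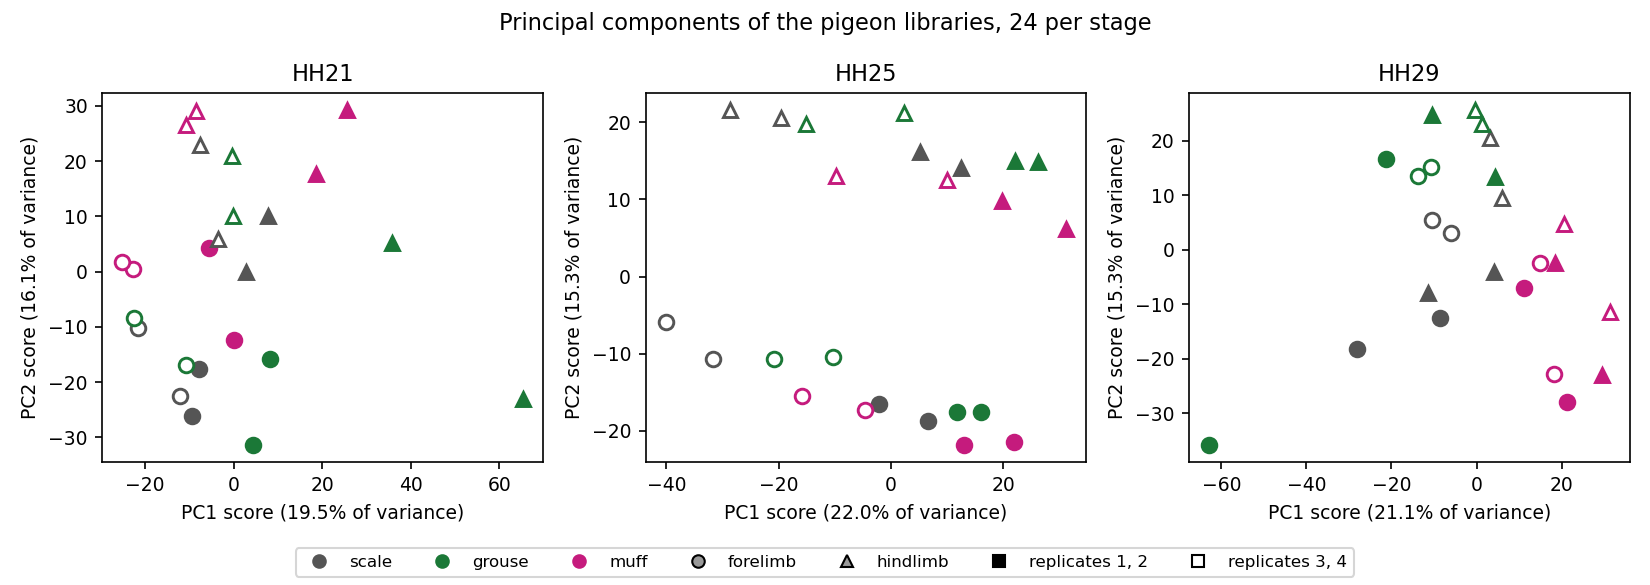
First and second principal components of log2 CPM over the 24 pigeon libraries at each stage. Filled points are replicates 1 and 2, and open points are replicates 3 and 4. The first component held 19.5%, 22% and 21.1% of the variance at HH21, HH25 and HH29, and the second 16.1%, 15.3% and 15.3%.

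The comparisons between hindlimbs asked what differs between feathered and scaled feet. Grouse and scale hindlimbs differed in 0 features at HH21 by edgeR, where 1281 had an unadjusted p below 0.05 and DESeq2 called 89. At HH25 17 features were called (4 higher and 13 lower in grouse) and at HH29 41 (18 higher, 23 lower). The replicate block gave 180 at HH25. With the batch term the counts were 1 at HH21 and 316 at HH25. Without grouse replicate 2 the HH25 count was 3. Without grouse replicate 4, the only grouse Z score near those of scale, it was 363. METTL11B (XM_005498853.1) had the largest fall, to 1.22 ± 0.506 CPM in grouse from 58.9 ± 16 in scale at HH25 (log2 fold change −5.58, SE 0.3, adjusted p 1.66e-05). At HH29 it averaged 1.32 ± 0.415 against 26.9 ± 17.9 CPM (−4.33, SE 0.7, adjusted p 0.0262), a call lost without any 1 library except scale replicate 2. COL6A6 (XM_013371657.1) had the largest rise at HH29, 4.88 ± 0.524 against 1.66 ± 0.274 CPM (1.55, SE 0.2, adjusted p 0.011). PITX1 averaged 162 ± 27.6, 231 ± 16.1 and 249 ± 10.6 CPM in grouse hindlimb. Its log2 fold changes against scale were −0.08, −0.34 and −0.31, with adjusted p of 0.795, 0.127 and 0.0925. Adjusted over the list alone, they were 0.0159 at HH25 and 0.0036 at HH29. The replicate block called PITX1 at HH25 (−0.34, adjusted p 0.0392, with 0.0196 to 0.81 over all alternatives). TBX5 in grouse hindlimb averaged 0.0931 ± 0.0294, 1.11 ± 0.607 and 3.57 ± 0.585 CPM. It was not tested at HH21, where grouse and scale hindlimbs held 5 and 11 counts over 4 libraries each. At HH25 and HH29 its log2 fold changes were −0.14 and −0.12 (adjusted p 0.957 and 0.862).

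Muff and scale hindlimbs differed in 35 (12 higher and 23 lower in muff), 49 (13 and 36) and 31 (22 and 9) features. The replicate block gave 801 at HH25, and the batch term gave 117, 605 and 72. Without scale replicate 1, muff replicate 2 or muff replicate 3 the HH21 count was 0. Without muff replicate 1, the only muff Z score near those of scale, the HH25 count was 399. TBX5 in muff hindlimb averaged 2.58 ± 1.19, 26.2 ± 1.9 and 48.3 ± 16.5 CPM. It was higher than in scale hindlimb by log2 fold changes of 3.44 (SE 0.48, adjusted p 0.036), 4.37 (SE 0.18, adjusted p 7.63e-07) and 3.64 (SE 0.25, adjusted p 7.6e-05). All 4 muff libraries lay above all 4 scale libraries at each stage. At HH21 muff held 139 counts and scale 11, and the call was lost without any 1 library except muff replicate 1, with adjusted p of 0.0508 to 0.108. At HH25 and HH29 no left-out library changed the call. PITX1 averaged 123 ± 24.5, 204 ± 21.4 and 246 ± 25.8 CPM in muff hindlimb, with log2 fold changes against scale of −0.48, −0.53 and −0.33. Only the HH25 value was called over all features (SE 0.09, adjusted p 0.0458), and it was lost in 6 of the 8 fits with 1 library left out. Adjusted over the list alone, the values were 0.043, 0.000727 and 0.00895. TBX4 changed by −0.13, 0.09 and 0.12 and was not called. SHH had a log2 fold change of 1.64 at HH25 (adjusted p 0.154, and 0.0254 adjusted over the list alone). At HH29 HOXC10 averaged 40.2 ± 4.31 CPM in muff against 52 ± 5.04 in scale hindlimb (−0.37, adjusted p 0.137, and 0.0142 adjusted over the list alone). HOXC11 averaged 26 ± 3.03 against 32.3 ± 2.24 CPM (−0.31, adjusted p 0.195, and 0.0325 adjusted over the list alone). Genes called over the list alone numbered 2, 3 and 4, against 1, 2 and 1 over all features.

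Of the remaining named genes in muff–scale hindlimb, PPIL3 (XM_005511297.1,XM_005511296.1) was lower at all 3 stages, by −0.76, −0.66 and −0.61 (adjusted p 0.0438, 0.0161 and 0.0302). The HH21 call was lost without any 1 of the 8 libraries. METTL11B had the largest fall at HH21, −5.18 (SE 0.87, adjusted p 0.0438), with 1.43 ± 0.367 CPM in muff and 51.9 ± 37.7 in scale, and kept its call only without scale replicate 3. MOV10L1 had the largest fall at HH25, with 1 count over the muff libraries and 193 over the scale libraries (3.88 ± 1.57 CPM in scale). IBSP (XM_005498541.1) had the largest rise at HH29, 27.2 ± 13.5 against 1.55 ± 0.979 CPM (4.11, SE 0.44, adjusted p 0.00501). SLC25A40 had the largest fall at HH29 (−1.76, SE 0.3, adjusted p 0.039), a call that only the fit without muff replicate 1 retained.

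Muff and grouse hindlimbs, the 2 feather-footed groups, differed in 15 (6 higher and 9 lower in muff), 74 (39 and 35) and 368 (228 and 140) features. The replicate block gave 7 at HH21, and the batch term 128 at HH21 and 235 at HH25. Without muff replicate 4 the HH29 count was 597, and without grouse replicate 1 it was 100. TBX5 was higher in muff by 4.63 (SE 0.52, adjusted p 0.0185), 4.52 (SE 0.25, adjusted p 3.13e-05) and 3.75 (SE 0.26, adjusted p 5.36e-05). The HH21 call held only without grouse replicate 1 or muff replicate 1. ECI2 was higher in muff by 2.44, 1.97 and 2.38 and FAM26E by 1.32, 1.01 and 0.9, each called at all 3 stages. GLT1D1 was lower by −1.46, −1.21 and −1.6, also called at all stages. At HH21 none of these 3 calls was kept under the replicate block, with adjusted p of 0.0964 for ECI2 (5.2e-05 to 0.156 over all alternatives), 0.0897 for FAM26E (1.15e-07 to 0.196) and 0.056 for GLT1D1 (6.11e-13 to 0.0925). PDZD3 had the largest fall at HH29 (−1.78, adjusted p 0.0486). IBSP had the largest rise at HH29 (4.69, SE 0.48, adjusted p 0.00124). PITX1 changed by −0.41, −0.18 and −0.02 and was not called. HOXC11 was lower in muff at HH29 (−0.55, adjusted p 0.0208), a call lost without any 1 of grouse replicates 1, 3 and 4 and muff replicate 3. HOXC10 was also lower (−0.38, adjusted p 0.0819, and 0.0125 adjusted over the list alone).

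The forelimb comparisons show which differences between the phenotypes were also present in the other limb. Grouse and scale forelimbs differed in 13, 24 and 6 features, and muff and scale forelimbs in 14, 17 and 98. At HH25 these counts became 39 and 490 under the replicate block and 315 and 330 with the batch term. TBX5 was not called between forelimbs at any stage, and no log2 fold change exceeded 0.26 in size. PITX1 was higher in muff than in scale forelimb at HH29 (14.6 ± 2.82 against 7.47 ± 1.14 CPM), with a log2 fold change of 0.96 (SE 0.18, adjusted p 0.037). At HH25 PITX1 (8.48 ± 1.39 against 5.11 ± 1.49 CPM, log2 fold change 0.72, adjusted p 0.279), ISL1 (1.07 ± 0.322 against 2.02 ± 0.588 CPM, −0.92, 0.302) and FGF8 (8.66 ± 1.08 against 5.99 ± 1.1 CPM, 0.52, 0.298) were not called over all features. Each had 0.0439 adjusted over the list alone. Of the features called between hindlimbs and also tested in forelimb, 8 of 16 and 5 of 40 were called in the same direction between forelimbs for grouse at HH25 and HH29, and 11 of 34, 13 of 48 and 17 of 31 for muff at the 3 stages. Called or not, 16 of 16 and 40 of 40 changed in the same direction for grouse, and 33 of 34, 47 of 48 and 30 of 31 for muff. Their median log2 fold change in forelimb, taken in the hindlimb direction, was 0.87 and 0.78 for grouse and 0.89, 0.88 and 0.7 for muff, against median sizes of 1.04 and 0.92, and 1.25, 1.11 and 0.93, in hindlimb. The limbs of 1 number are paired, so these comparisons are not independent, and no value for unchanged groups was computed for this tally.

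The interactions tested whether the limb difference changed with phenotype. For grouse edgeR and DESeq2 called 0 features at each stage, with 148, 72 and 102 at an unadjusted p below 0.05 by edgeR. For muff, 1, 1 and 3 features were called. TBX5 was called at each stage, with interaction log2 values of 3.54 (SE 0.47, adjusted p 0.012), 4.34 (SE 0.24, adjusted p 3.57e-08) and 3.67 (SE 0.33, adjusted p 5.6e-05). At HH29 the TBX5 feature XM_005500158.2 (2.59, SE 0.34, adjusted p 0.00542) and PITX1 (−1.29, SE 0.18, adjusted p 0.00604) were also called. Adjusted over the list alone, ISL1 had 0.00504 at HH21 (2.49, SE 0.62, adjusted p 1) and PITX1 0.000197 at HH25 (−1.24, SE 0.22, adjusted p 0.163). ISL1 rests on 8 muff and 36 scale forelimb counts. In log2, PITX1 rose more in muff forelimb than it fell in hindlimb at HH25 and HH29. The HH21 call of TBX5 was lost without any 1 of the 4 scale hindlimb libraries (adjusted p 0.0519 to 0.0825). The block by phenotype and number, chosen after the data were seen, called 0, 4 and 21 features. TBX5 then had an adjusted p of 0.0623 at HH21 (3.53), and PITX1 was called at HH25 (−1.24, SE 0.16, adjusted p 0.00274) and HH29 (−1.29, SE 0.14, adjusted p 0.000113).

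The set tests asked whether limb-biased genes as a group shifted between hindlimbs, with sets taken from the phenotype outside the comparison. At HH29 the 30 forelimb-biased features were higher in muff than in scale hindlimb, with a median log2 fold change of 0.39, 25 of 30 above 0 and an adjusted fry p of 0.000166. None of 10000 matched random lists had a higher median. The 35 hindlimb-biased features had a median of −0.16, with 12 above 0 (adjusted p 0.0337). At HH25 the 35 hindlimb-biased features also had a median of −0.16, with 13 above 0 (adjusted p 0.023). Neither hindlimb-biased call was kept under the replicate block (adjusted p 0.162 in each), the batch term (0.0522 and 0.061 at HH25 and HH29) or the Z covariate (0.254 and 0.0791). Against grouse, the forelimb-biased features were higher in muff at HH25 (26 features, median 0.16, 19 above 0, adjusted p 0.0258) and at HH29 (37 features, median 0.51, 31 above 0, adjusted p 0.00104). The HH25 value was not called without the TBX5 features (0.15, adjusted p 0.425), and the HH29 values were. Among the matched random lists, the called hindlimb-biased medians of muff–scale lay at percentiles 0.3 and 0 at HH25 and HH29. No grouse–scale set was called, with adjusted p of 0.0919 to 0.965. The hindlimb-biased set of grouse–scale at HH29 had a similar median and percentile (−0.15, percentile 0.1, 31 features, 14 above 0, adjusted p 0.533). So did that of muff–grouse at HH25 (−0.16, percentile 0, 24 features, 7 above 0, adjusted p 0.0929). Camera called 6 of the 18 sets, and 4 of these hold under fry. Median and mean differed in sign for the forelimb-biased set of muff–scale at HH21 (−0.13 and 0.07) and the hindlimb-biased set of muff–grouse at HH21 (0.03 and −0.03), neither of them called.

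**Figure D4:**
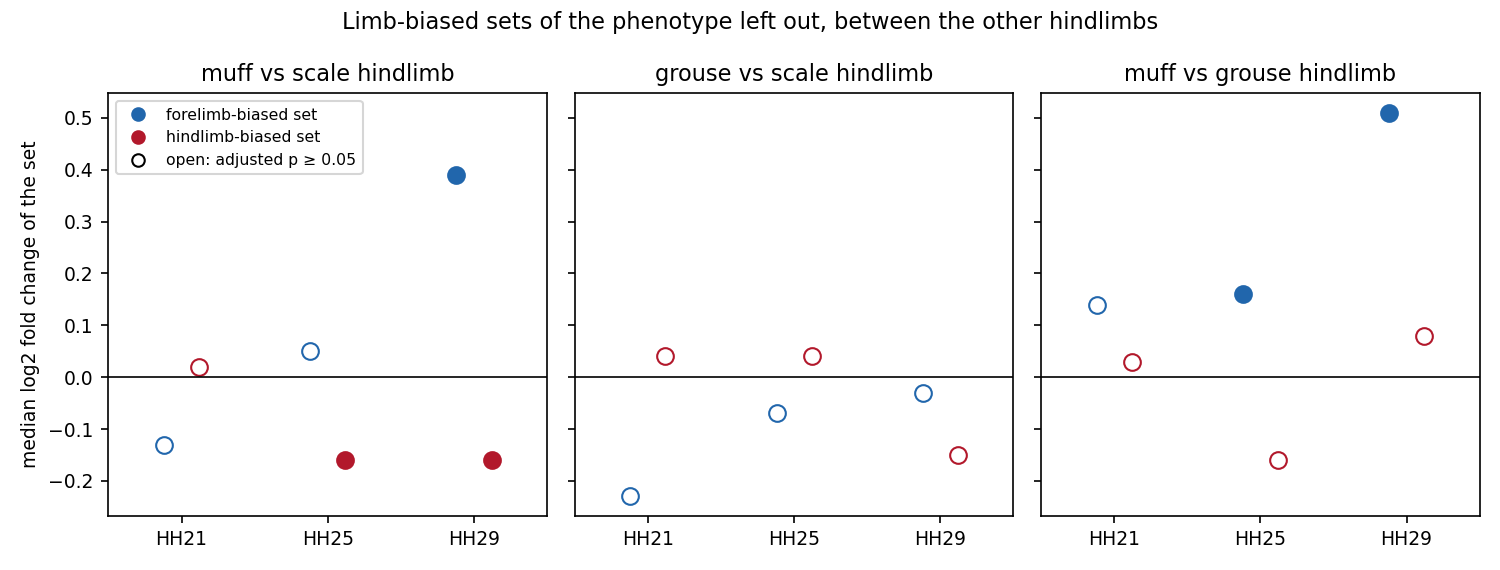
Median log2 fold change of forelimb-biased and hindlimb-biased features in each hindlimb comparison at HH21, HH25 and HH29, with filled points for an adjusted fry p below 0.05. At HH29 the forelimb-biased medians were 0.39 in muff–scale and 0.51 in muff–grouse.

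Because both comparisons use the same scale libraries, the overlap of grouse–scale and muff–scale hindlimb calls was set beside simulated unchanged groups. Features called in both were 0, 6 and 1, all in the same direction. Under the replicate block 81 were shared at HH25. The log2 fold changes of all features correlated at 0.49, 0.63 and 0.33. With the measured scale libraries kept, 100 simulations of unchanged groups gave medians of 0.01, 0.01 and 0 and no shared call. With the scale libraries redrawn as well, a simulation chosen after the first results, the medians were 0.51, 0.51 and 0.5 (0.48 to 0.53, 0.49 to 0.54 and 0.48 to 0.52). These shared a median of 0 calls in direction, and at most 1, at each stage. The observed correlation lay within the redrawn range at HH21, above it at HH25 and below it at HH29. With the Z covariate the correlations were 0.43, 0.5 and 0.33, so the HH25 excess was lost. At HH21 there were 0 grouse–scale calls to share, and DESeq2 shared 25.

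Chicken limbs were compared in the authors' deposited chicken tables. At an adjusted p below 0.05, 631 genes (342 higher and 289 lower in hindlimb), 1182 (626 and 556) and 1235 (650 and 585) were called in the authors' deposited tables. TBX5 had log2 fold changes of −7.5, −6.48 and −5.81, and TBX4 of 7.55, 7.47 and 7.11, in the authors' deposited tables. By symbol, 7870, 8128 and 8228 genes were present in both species. Of the scale pigeon genes called between the limbs, 46 of 111, 44 of 92 and 76 of 174 were called in the same direction in the authors' deposited chicken tables (41.4%, 47.8% and 43.7%). The share among pigeon genes not called was 2.9%, 5.9% and 6.1% (two-sided Fisher exact p = 1.02e-38, 1.19e-28 and 2.83e-43). Opposite directions were found for 2, 4 and 9 genes.

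The deposited chicken counts did not follow their limb labels. Of the 24 libraries, 12 had TBX5 at 179 to 355 CPM and TBX4 at 0.288 to 1.41 CPM, and 12 had TBX4 at 140 to 203 CPM and TBX5 at 0.111 to 4.66 CPM. Of the first kind, 6 were labelled hindlimb, and of the second kind, 6 were labelled forelimb. Each of the 6 chicken groups held libraries of both kinds, as the plot of chicken TBX5 against TBX4 shows, and no chicken comparison was drawn from these counts.

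**Figure D5:**
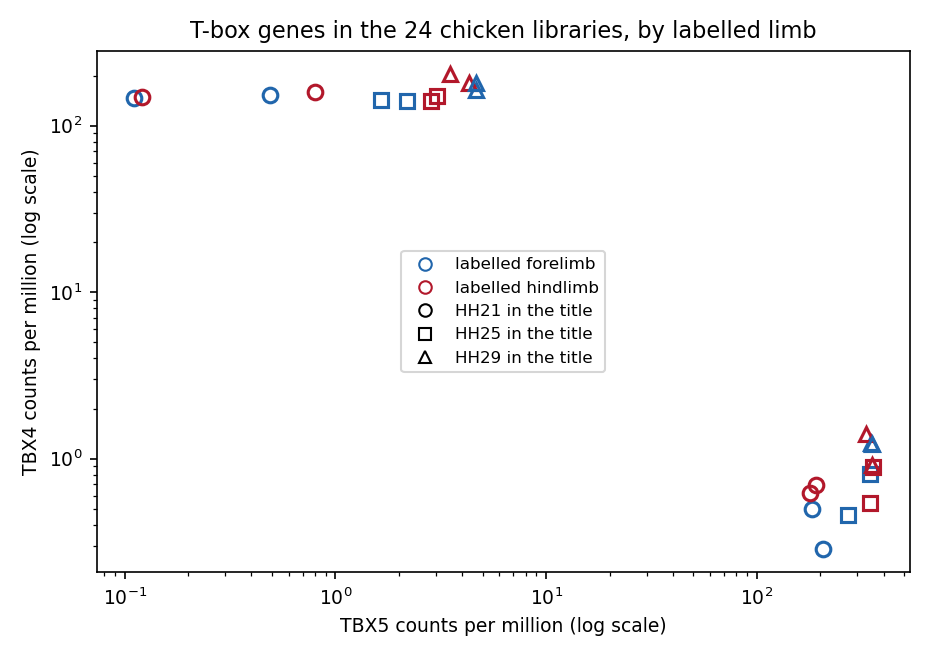
TBX5 against TBX4 CPM, on log axes, in the 24 chicken libraries, by labelled limb and stage. The libraries form a group with TBX5 at 179 to 355 CPM and a group with TBX4 at 140 to 203 CPM, and 12 of the 24 lie with the limb opposite to their label.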

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

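The tests of the chicken limb labels and of the W-carrying sex of a pair of chicken libraries were chosen only after the results were seen, and the fits with the Z score as a covariate or with the block by phenotype and number were added after the data were seen. The splits of the libraries were set out before their results, as were the forelimb tissue tests except for the condition on the upper quartile, which was added after the values were seen.

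Single libraries were compared with the other 3 of their group by Dixon's ratio, the gap to the nearest one over the range of the group. Of 165 groups of values tested, 18 had a library past the critical value. Chance gives about 1 in 20, or 8.2 groups. The tested values were library totals, the number of features more than 2-fold below the group median, and the CPM of named genes in the groups they were compared in.

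TBX5 had 3 such libraries. Grouse hindlimb replicate 2 at HH21 stood at 0.137 CPM against 0.0776 to 0.0797 in the others, where the 4 libraries hold 5 counts together and no order can be read. Grouse hindlimb replicate 3 at HH25 stood at 2.02 CPM against 0.771 to 0.889, and grouse forelimb replicate 1 at HH29 at 304 CPM against 352 to 361. TBX4 stood at 0.681 CPM in muff forelimb replicate 4 at HH21, against 0.967 to 1.02. Among the other named genes, HOXC11 stood at 43.8 CPM in scale hindlimb replicate 2 at HH25 (33.4 to 34.6 in the others). SLC25A40 stood at 9.68 CPM in scale hindlimb replicate 2 at HH29 (5.05 to 5.59). FAM26E stood at 18.1 CPM in muff hindlimb replicate 1 at HH25 (20.8 to 21.1) and at 29.5 CPM in muff hindlimb replicate 1 at HH29 (20.8 to 21.9). In scale forelimb replicate 4 at HH21, HOXC10 stood at 0.159 CPM (0.441 to 0.48) and HOXC11 at 0.0796 CPM against 0 in the others. MOV10L1 stood at 0.0727 CPM in muff hindlimb replicate 2 at HH25 against 0 in the others. The HOXC11 and MOV10L1 values are 1 count each. For these single values no technical or biological explanation was tested, and which of them go beyond chance is open.

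Library totals set a library apart 3 times: 15.1 M counts in grouse hindlimb replicate 2 at HH21 (12.8 to 13.2 in the others), 16.4 M in muff forelimb replicate 3 at HH21 (13.5 to 13.7), and 11.4 M in scale hindlimb replicate 2 at HH25 (12.9 to 13.1). CPM and TMM scaling divide by these totals, and no other explanation was tested.

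Features more than 2-fold below the median of the group numbered 1240 in grouse hindlimb replicate 1 at HH21 (214 to 264 in the others) and 1332 in grouse forelimb replicate 2 at HH29 (106 to 198). They numbered 260 in muff forelimb replicate 2 at HH25 (139 to 153) and 85 in muff forelimb replicate 3 at HH29 (219 to 239). A low total is argued against for the largest of these. Grouse hindlimb replicate 1 at HH21 (13163019) and grouse forelimb replicate 2 at HH29 (14864705) did not have the lowest totals of their groups. The library with 85 had the highest total of its group (15416650). The grouse hindlimb–forelimb count was 269 without forelimb replicate 2 at HH29 (129 with all) and 90 without hindlimb replicate 1 at HH21 (67). RNA quality and handling were not tested and stay open, and no group separates these libraries. A difference between embryos would also reach the same-numbered limb. In grouse that limb had 116 and 152 features so low, which argues against it. In muff that limb had 213 and 102, the highest and lowest of their groups, which leaves it open.

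The muff interaction of TBX5 had log2 values of 3.54, 4.34 and 3.67 at HH21, HH25 and HH29, and 2.59 for the TBX5 feature XM_005500158.2 at HH29. PITX1 had −1.29 at HH29, more from forelimb than hindlimb. Of the 35 splits of the 8 limb pairs of scale and muff, only the real one gave as many calls at each stage (1, 1 and 3 features). No lower share is possible, and over 30 comparisons it does not exclude chance. For grouse all 35 of 35 splits matched the real count of 0 at each stage. There edgeR had 148, 72 and 102 features at an unadjusted p below 0.05, and DESeq2 called 0. The HH21 value rests on few counts, 139 in muff and 11 in scale hindlimb, and the block by phenotype and number gave an adjusted p of 0.0623 there by edgeR (3.54e-08 to 0.0825 over all alternatives). Both TBX5 features share reads of 1 gene and are not independent.

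The tables argue against a difference in Z-linked dosage as the whole cause of the higher TBX5 of muff hindlimb. With the Z score as a covariate, the muff–scale hindlimb log2 fold changes were 3.48, 4.31 and 3.56, all still called. Library totals, at 10438537 to 16378164 counts, differ far less than TBX5 does. Forelimb TBX5 differed by at most 0.26 in log2 between muff or grouse and scale.

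Forelimb tissue in the muff hindlimb libraries is a candidate explanation, and it was tested with the other strongly forelimb-biased features, those with a log2 fold change of at least 2. TBX5 reached 1.4 ± 0.7%, 8.5 ± 0.7% and 15.8 ± 5.9% of its forelimb level above scale (SD, n = 4). The median share of the other features was −1.8% (14 features), −0.7% (14) and 8.8% (10), with quartiles of −6.5 to 9.6%, −3.9 to 2.7% and 3.6 to 27%. As many as 6, 1 and 4 of them reached the share of TBX5. At HH25 this argues against forelimb tissue, since the upper quartile lay below TBX5 by more than its spread. At HH21 and HH29 the shares overlap, and forelimb tissue and a change in the hindlimb itself cannot be told apart. By the median alone, as first written, HH21 and HH29 would have counted against forelimb tissue as well. A change in limb gene activity tied to the muff phenotype, which the design names, stays open at all stages, as do lineage differences between the pigeons of each phenotype. GC content and transcript length were not analysed here.

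In the chicken libraries, TBX5 was at 179 CPM in the lowest of the 6 libraries labelled hindlimb that carry it, against 4.66 CPM at most in the 12 libraries that carry TBX4. Count files attached to samples of the other limb is a candidate explanation, and 12 of 24 libraries went against their label. In each library 1 of the genes was high and the other low, so a mixture of limbs would need intermediate levels that no library shows. Each limb label holds 6 libraries of the other kind, as a swap between the limbs would need. At every stage and under both limb labels, replicates 1 and 2 carried TBX5 and replicates 3 and 4 carried TBX4. The mismatches are labelled hindlimb replicates 1 and 2 and forelimb replicates 3 and 4. Which labels or files are wrong cannot be told from the counts, and no biological explanation was tested.

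SPINW, a gene of the chicken W chromosome, was at 66.7 and 67.9 CPM in the chicken libraries labelled forelimb HH21 replicates 2 and 4, and at 0.12 CPM at most in the other 22. The 22 other libraries alone give the means in the authors' deposited chicken table, which leaves these out. Embryos of the sex that carries W is a candidate explanation. Their scores on the Z-linked list were −0.44 and −0.41, against −0.06 to 0.05 in the others, but the list holds too few of its genes in chicken (71.8%) to count. The labels give no sex, so this stays a hypothesis, and libraries from another source were not tested.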

How the results depend on the processing

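The following fits were chosen after the data were seen: the batch term parting replicates 1 and 2 from 3 and 4, the Z score as a covariate, counts summed per gene name, the block by phenotype and number, and sets without the TBX5 features. The others were planned. Where 3 values stand together they are in the order HH21, HH25 and HH29, and a count moved when it changed by over 1.5 times. The cause of a move was not tested unless stated. All adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or from fry for sets, unless DESeq2 or camera is named. A value in parentheses after a log2 value is its adjusted p, and a range after it is that over all alternatives. Ranges for the other genes are given where single libraries are left out. Comparisons between phenotypes with no limb named are of hindlimbs, and scale, grouse or muff limbs stands for hindlimb against forelimb. Depth limits TBX5 in hindlimb at HH21, where grouse, scale and muff held 5, 11 and 139 counts over 4 libraries each.

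Over the planned and added alternatives except counts summed per gene name, which were not run for single genes, TBX5 kept its call and its direction at HH25 and HH29 in muff–scale, muff–grouse and the muff interaction, also without any 1 library. So did TBX4, PITX1, HOXC10, HOXC11, HOXB9, HOXD8 and the TBX5 feature XM_005500161.2 at all 3 stages of scale limbs. With RLE size factors 29 of 30 counts, 75 of 75 values of named genes and 18 of 18 sets held. The exception was muff–scale forelimb at HH21, with 34 calls (10 higher, 24 lower) against 14 (2 higher, 12 lower). Without the filter on low counts 25 of 30 counts held. The others were 34 at HH25 in grouse–scale and 61 at HH29 in muff–scale. It gave 30 at HH21 in grouse–scale forelimb and 76 at HH21 and 150 at HH29 in muff–scale forelimb. The forelimb-biased set of muff–grouse at HH21 was then called (0.17, adjusted p 0.027). Summing counts per gene name moved 1 count of 30, to 11 in muff–scale forelimb at HH25.

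DESeq2 moved 26 of 30 counts. Its counts were 353, 298 and 429 in scale limbs and 164, 302 and 316 in grouse limbs. It gave 333, 266 and 229 in muff limbs and 89, 370 and 183 in grouse–scale. Further counts were 482, 556 and 475 in muff–scale and 207, 305 and 917 in muff–grouse. There were also 112, 280 and 87 in grouse–scale forelimb and 273, 231 and 841 in muff–scale forelimb. The muff interaction gave 2 at HH21 and 2 at HH25. DESeq2 gave more calls wherever it moved the count, and on simulated data a larger share of its calls than of edgeR's were unchanged features. It also called PITX1 in grouse–scale at HH25 (−0.33, 0.0196, range 0.0196 to 0.81), PITX1 in grouse–scale at HH29 (−0.32, 0.00439, range 0.00439 to 0.27) and PITX1 in muff–scale at HH29 (−0.34, 0.0226, range 0.0226 to 0.251). The overlap of grouse–scale and muff–scale calls became 25, 136 and 30 features. A fit over all 24 libraries of a stage moved 20 of 30 counts. They became 267 at HH25 in scale limbs and 121 at HH21 and 284 at HH29 in grouse limbs. It gave 232 at HH25 and 137 at HH29 in muff limbs and 78, 122 and 62 in grouse–scale. Further counts were 330, 339 and 139 in muff–scale and 214 at HH21 and 221 at HH25 in muff–grouse. There were also 28, 95 and 64 in grouse–scale forelimb and 66, 141 and 241 in muff–scale forelimb. The muff interaction gave 3 at HH25. It took the adjusted p above 0.05 for FAM26E in muff–grouse at HH21 (1.32, 0.0711), PDZD3 in muff–grouse at HH29 (−1.77, 0.0603) and HOXC11 in muff–grouse at HH29 (−0.54, 0.0922).

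The replicate number as a block moved 21 of 30 counts. Between the limbs of a phenotype, where the numbers pair the libraries, the counts became 1430, 1394 and 1532 in scale limbs, 179 at HH21 and 1427 at HH25 in grouse limbs and 612, 1035 and 1083 in muff limbs. Between phenotypes, all same-numbered pairs lay above 0.1 only in the comparisons with scale at HH25 and in muff–grouse at HH21. Pairing by number was not told apart there from the parting of replicates 1 and 2 from 3 and 4. Same-numbered hindlimbs of different phenotypes had median correlations of 0.16, 0.21 and 0.01, with 9, 11 and 3 of 12 pairs over 0.1, and forelimbs 0.11, 0.26 and 0.04, with 7, 11 and 4 of 12. There the block also takes up the parting of replicates 1 and 2 from 3 and 4. The counts became 180 at HH25 and 8 at HH29 in grouse–scale and 17, 801 and 71 in muff–scale. They became 7 at HH21 and 233 at HH29 in muff–grouse and 39 at HH25 and 1 at HH29 in grouse–scale forelimb. The blocked count was 8, 490 and 154 in muff–scale forelimb. The muff interaction became 3 at HH25. The overlap of calls became 81 at HH25 and 0 at HH29. The blocked sets were −0.15 (0.162) for hindlimb genes in muff–scale at HH25, −0.16 (0.162) for hindlimb genes in muff–scale at HH29 and 0.16 (0.114) for forelimb genes in muff–grouse at HH25. The block took the adjusted p above 0.05 for COL6A6 in grouse–scale at HH29 (1.56, 0.065, range 4.33e-06 to 0.065), PPIL3 in muff–scale at HH21 (−0.76, 0.0711), METTL11B in muff–scale at HH21 (−4.75, 0.0857) and SLC25A40 in muff–scale at HH29 (−1.73, 0.0596). In muff–grouse the same held at HH21 for ECI2 (2.43, 0.0964), FAM26E (1.34, 0.0897) and GLT1D1 (−1.48, 0.056). The same held there for ECI2 at HH25 (1.93, 0.0503) and PDZD3 at HH29 (−1.79, 0.0813). It called PITX1 in grouse–scale at HH25 (−0.34, 0.0392). It changed no other call of a gene or set reported here.

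The block by phenotype and number gave 0, 4 and 21 calls in the muff interaction. The TBX5 value at HH21 was 3.53 with an adjusted p of 0.0623 (3.54e-08 to 0.0825 over all alternatives).

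With the batch term 15 of 30 counts moved. They became 385 at HH25 in scale limbs and 371 at HH25 in grouse limbs. It gave 265 at HH21 and 277 at HH25 in muff limbs and 1 at HH21 and 316 at HH25 in grouse–scale. Further counts were 117, 605 and 72 in muff–scale and 128 at HH21 and 235 at HH25 in muff–grouse. There were also 315 at HH25 and 2 at HH29 in grouse–scale forelimb and 330 at HH25 in muff–scale forelimb. The muff interaction gave 3 at HH25. The overlap of calls became 1, 84 and 4. For hindlimb genes in muff–scale, the sets no longer called were −0.15 (0.0522) at HH25 and −0.16 (0.061) at HH29. The term took away the call of PDZD3 in muff–grouse at HH29 (−1.76, 0.0657). It called PITX1 in grouse–scale at HH25 (−0.34, 0.0228), PITX1 in muff–scale at HH21 (−0.49, 0.0426, range 0.0426 to 0.371) and PITX1 in muff–grouse at HH21 (−0.41, 0.0327, range 0.0327 to 0.946).

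With the Z score as a covariate 16 of 30 counts moved. They became 249 at HH21 and 399 at HH25 in scale limbs and 122 at HH21 in grouse limbs. It gave 158 at HH29 in muff limbs and 1 at HH25 and 66 at HH29 in grouse–scale. Further counts were 20, 2 and 138 in muff–scale and 2 at HH21 in muff–grouse. There were also 6 at HH21 and 1 at HH25 in grouse–scale forelimb and 46, 3 and 191 in muff–scale forelimb. The muff interaction gave 2 at HH25. The overlap of calls became 1 at HH25 and 4 at HH29. The sets no longer called were 0.00 (0.254) for hindlimb genes in muff–scale at HH25, −0.18 (0.0791) for hindlimb genes in muff–scale at HH29 and 0.16 (0.0575) for forelimb genes in muff–grouse at HH25. It took the adjusted p above 0.05 for PPIL3 in muff–scale at HH21 (−0.77, 0.059), PPIL3 in muff–scale at HH25 (−0.83, 0.178), METTL11B in muff–scale at HH21 (−5.08, 0.0606) and MOV10L1 in muff–scale at HH25 (−5.38, 0.208, range 2.08e-08 to 0.208). In muff–grouse at HH21 the same held for ECI2 (2.47, 0.143), FAM26E (1.31, 0.196) and GLT1D1 (−1.51, 0.0925). The same held for PDZD3 in muff–grouse at HH29 (−1.73, 0.0538) and PITX1 in muff–scale at HH25 (−0.52, 0.363).

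Sets taken from the authors' deposited chicken tables reversed 7 of 18 values, 1 of them a call (hindlimb genes in muff–scale at HH29), and took 2 further calls above an adjusted p of 0.05. For hindlimb genes the values were −0.19 (0.0709) at HH21, −0.48 (0.0545) at HH25 and 0.20 (0.233) at HH29 in muff–scale. In grouse–scale they were −0.15 (0.149) at HH21 and −0.26 (0.0916) at HH25, and in muff–grouse −0.03 (0.214) at HH21. For forelimb genes the values were 0.10 (0.399) in muff–scale at HH21, 0.03 (0.399) in grouse–scale at HH25 and 0.08 (0.214) in muff–grouse at HH25. Sets with no minimum fold change gave −0.13 (0.0701) for hindlimb genes in muff–scale at HH25 and 0.07 (0.0745) for forelimb genes in muff–grouse at HH25. Camera gave 0.14 (0.0435) for forelimb genes in muff–grouse at HH21, 0.16 (0.131) for forelimb genes in muff–grouse at HH25 and −0.16 (0.00458) for hindlimb genes in muff–grouse at HH25. Without the TBX5 features, 0.15 (0.425) for forelimb genes in muff–grouse at HH25 was the only call lost. The HH29 forelimb-biased calls of muff–scale and muff–grouse kept their direction and call under every alternative tried, single libraries included. In the authors' deposited chicken tables, an adjusted p below 0.01 gave 420, 781 and 794 genes.

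Leaving out 1 library moved 141 of 288 counts by over 1.5 times, each given after the library left out. Fewer libraries enter such a fit, which by construction lowers what it can call, but some counts rose. For scale limbs, HH21 gave 78 to 116, moved without forelimb replicates 2 (83), 3 (78) and 4 (80) and hindlimb replicates 3 (85) and 4 (96). HH25 gave 62 to 112, moved without forelimb replicates 1 (75) and 3 (63) and hindlimb replicates 1 (64), 3 (62) and 4 (75). HH29 counts ran from 142 to 188, moved without hindlimb replicates 1 (147) and 4 (142) and forelimb replicates 3 (148) and 4 (151). For grouse limbs, HH21 gave 39 to 90, moved without hindlimb replicates 2 (39) and 3 (40) and forelimb replicates 3 (43) and 4 (41). The HH25 range was 105 to 150, moved without forelimb replicate 1 (107) and hindlimb replicates 1 (111), 2 (105) and 4 (111). HH29 gave 47 to 269, moved without forelimb replicates 1 (64), 2 (269), 3 (59) and 4 (64) and hindlimb replicates 1 (57), 2 (57), 3 (47) and 4 (48). For muff limbs, HH21 gave 72 to 100, moved without forelimb replicates 2 (79) and 3 (72) and hindlimb replicate 3 (76). HH25 counts ran from 79 to 143, moved without forelimb replicates 1 (94) and 4 (95) and hindlimb replicates 2 (93) and 3 (79). The HH29 range was 37 to 85, moved without forelimb replicates 2 (42), 3 (37) and 4 (48) and hindlimb replicates 2 (37) and 3 (41).

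For grouse–scale, HH21 gave 0 to 2, moved without scale replicate 3 (1) and grouse replicate 3 (2). HH25 gave 3 to 363, moved without grouse replicates 1 (4), 2 (3), 3 (42) and 4 (363) and scale replicates 3 (4) and 4 (6). HH29 counts ran from 8 to 34, moved without scale replicates 1 (21), 3 (19) and 4 (19) and grouse replicates 1 (20), 2 (9), 3 (11) and 4 (8). For muff–scale, HH21 gave 0 to 13, moved without scale replicates 1 (0), 2 (5), 3 (9) and 4 (13) and muff replicates 1 (7), 2 (0), 3 (0) and 4 (9). The HH25 range was 12 to 399, moved without scale replicates 1 (31), 3 (13) and 4 (16) and muff replicates 1 (399), 2 (20), 3 (12) and 4 (204). HH29 gave 4 to 74, moved without scale replicates 1 (6), 3 (4) and 4 (6) and muff replicates 1 (74), 3 (10) and 4 (10). For muff–grouse, HH21 gave 0 to 10, moved without grouse replicates 2 (0), 3 (3) and 4 (0) and muff replicates 1 (7), 2 (0), 3 (0) and 4 (1). HH25 counts ran from 25 to 72, moved without grouse replicates 1 (30), 2 (25), 3 (48) and 4 (31) and muff replicates 1 (31), 2 (41) and 3 (40). The HH29 range was 100 to 597, moved without grouse replicates 1 (100), 3 (130) and 4 (123) and muff replicates 3 (112) and 4 (597).

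For grouse–scale forelimb, HH21 gave 1 to 15, moved without scale replicates 2 (6) and 4 (8) and grouse replicates 1 (1), 2 (1) and 3 (3). HH25 gave 4 to 316, moved without scale replicates 1 (15), 3 (11) and 4 (13) and grouse replicates 1 (4), 2 (7), 3 (9) and 4 (316). HH29 counts ran from 0 to 10, moved without scale replicates 1 (1) and 3 (1) and grouse replicates 1 (0), 2 (10), 3 (2) and 4 (0). For muff–scale forelimb, HH21 gave 5 to 30, moved without scale replicates 1 (6) and 4 (28) and muff replicates 1 (6), 2 (30), 3 (5) and 4 (8). The HH25 range was 3 to 308, moved without scale replicates 1 (9), 2 (11), 3 (3) and 4 (7) and muff replicates 1 (308), 2 (9), 3 (8) and 4 (6). HH29 gave 0 to 71, moved without scale replicates 1 (32), 2 (48) and 3 (0) and muff replicates 1 (34), 2 (16), 3 (0) and 4 (31). For the muff interaction, HH21 gave 0 to 1, moved without scale hindlimb replicates 1 (0), 2 (0), 3 (0) and 4 (0). HH25 counts ran from 1 to 2, moved without scale hindlimb replicate 2 (2). The grouse interaction stayed at 0 without each library, and the muff interaction at HH29 at 3.

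Leaving out 1 library took 116 of 632 values of named genes above an adjusted p of 0.05, given in parentheses after each replicate. The METTL11B call in grouse–scale at HH29 was lost without scale replicates 1 (0.0702), 3 (0.057) and 4 (0.0572) and grouse replicates 1 (0.0962), 2 (0.101), 3 (0.103) and 4 (0.102) (range 7.42e-06 to 0.103). The TBX5 call in muff–scale at HH21 was lost without scale replicates 1 (0.108), 2 (0.0508), 3 (0.1) and 4 (0.0615) and muff replicates 2 (0.0776), 3 (0.0603) and 4 (0.0741) (range 5.68e-06 to 0.108). The PPIL3 call in muff–scale at HH21 was lost without scale replicates 1 (0.108), 2 (0.096), 3 (0.137) and 4 (0.0741) and muff replicates 1 (0.083), 2 (0.113), 3 (0.0807) and 4 (0.0979) (range 4.61e-05 to 0.137). Its HH25 call was lost without scale replicate 3 (0.0687) and muff replicate 3 (0.064) (range 1.83e-07 to 0.178). Its HH29 call was lost without scale replicates 1 (0.0716), 3 (0.0759) and 4 (0.0921) and muff replicates 3 (0.0951) and 4 (0.0593) (range 2.03e-05 to 0.0951). The METTL11B call in muff–scale at HH21 was lost without scale replicates 1 (0.117), 2 (0.0693) and 4 (0.0719) and muff replicates 1 (0.131), 2 (0.119), 3 (0.0879) and 4 (0.112) (range 4.94e-06 to 0.131). The SLC25A40 call in muff–scale at HH29 was lost without scale replicates 1 (0.0716), 2 (0.068), 3 (0.076) and 4 (0.0878) and muff replicates 2 (0.0754), 3 (0.12) and 4 (0.0652) (range 1.78e-05 to 0.12). The TBX5 call in muff–grouse at HH21 was lost without grouse replicates 2 (0.082), 3 (0.0607) and 4 (0.0614) and muff replicates 2 (0.07), 3 (0.0563) and 4 (0.0721) (range 1.25e-06 to 0.082). The ECI2 call in muff–grouse at HH21 was lost without grouse replicates 1 (0.0664), 2 (0.156), 3 (0.102) and 4 (0.0949) and muff replicates 1 (0.106), 2 (0.1), 3 (0.122) and 4 (0.135) (range 5.2e-05 to 0.156). Its HH25 call was lost without grouse replicates 1 (0.127), 2 (0.0996), 3 (0.0986) and 4 (0.0889) and muff replicates 1 (0.0642), 3 (0.103) and 4 (0.0648) (range 0.00136 to 0.127). The FAM26E call in muff–grouse at HH21 was lost without grouse replicates 1 (0.0817), 2 (0.156), 3 (0.0607) and 4 (0.0949) and muff replicates 1 (0.106), 2 (0.1), 3 (0.135) and 4 (0.175) (range 1.15e-07 to 0.196). The GLT1D1 call in muff–grouse at HH21 was lost without grouse replicates 2 (0.082), 3 (0.0607) and 4 (0.0614) and muff replicates 1 (0.0512), 2 (0.0759) and 3 (0.0904) (range 6.11e-13 to 0.0925). Its HH25 call was lost without grouse replicates 1 (0.0929), 2 (0.115), 3 (0.069) and 4 (0.09) and muff replicates 1 (0.0642), 3 (0.101) and 4 (0.0563) (range 1.81e-05 to 0.115). Its HH29 call was lost without grouse replicates 1 (0.0752) and 3 (0.062) and muff replicate 3 (0.0774) (range 1.32e-05 to 0.0774). The PDZD3 call in muff–grouse at HH29 was lost without grouse replicates 1 (0.142), 2 (0.0756), 3 (0.0859) and 4 (0.0875) and muff replicates 1 (0.0706), 2 (0.0667) and 3 (0.127) (range 0.0175 to 0.142). The TBX5 call in the muff interaction at HH21 was lost without scale hindlimb replicates 1 (0.0675), 2 (0.0519), 3 (0.0825) and 4 (0.069) (range 3.54e-08 to 0.0825). The PITX1 call in muff–scale at HH25 was lost without scale replicates 1 (0.062), 2 (0.0709), 3 (0.134) and 4 (0.126) and muff replicates 2 (0.0934) and 3 (0.143) (range 0.000132 to 0.363). The HOXC11 call in muff–grouse at HH29 was lost without grouse replicates 1 (0.0585), 3 (0.056) and 4 (0.0501) and muff replicate 3 (0.076) (range 0.000213 to 0.0922).

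Leaving out 1 library reversed 12 values of named genes, all of them uncalled and near 0. TBX4 in grouse–scale ran from −0.03 to 0.09 at HH21, 0.00 to 0.13 at HH25 and −0.01 to 0.17 at HH29. In muff–grouse it ran from −0.03 to 0.11 at HH25 and −0.04 to 0.13 at HH29. PITX1 ran from −0.15 to 0.02 in grouse–scale at HH21 and −0.06 to 0.03 in muff–grouse at HH29.

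Among the sets, leaving out 1 library reversed 14 of 144 values, took 10 above an adjusted p of 0.05 and 4 below it. None of the reversed values was called. Hindlimb genes in muff–scale at HH21 ran from −0.03 to 0.08. Forelimb genes in muff–scale at HH25 ran from −0.04 to 0.07 (called without scale replicate 4 (0.03, 0.0385)). Hindlimb genes in muff–scale at HH25 ran from −0.23 to −0.05 (changed without muff replicate 3 (−0.14, 0.0517)). Hindlimb genes in muff–scale at HH29 ran from −0.29 to −0.10 (changed without scale replicates 1 (−0.12, 0.0929), 2 (−0.13, 0.0998) and 4 (−0.18, 0.0785) and muff replicates 1 (−0.17, 0.0844), 2 (−0.12, 0.0919) and 4 (−0.10, 0.106)). Hindlimb genes in grouse–scale at HH21 ran from −0.07 to 0.07. Hindlimb genes in grouse–scale at HH25 ran from 0.02 to 0.08 (changed without scale replicate 2 (0.08, 0.0281)). Forelimb genes in grouse–scale at HH29 ran from −0.08 to 0.03. Forelimb genes in muff–grouse at HH21 ran from 0.07 to 0.19 (changed without muff replicate 2 (0.18, 0.0145)). Hindlimb genes in muff–grouse at HH21 ran from −0.11 to 0.07. Forelimb genes in muff–grouse at HH25 ran from 0.13 to 0.19 (changed without grouse replicate 1 (0.14, 0.0756) and muff replicates 3 (0.16, 0.0623) and 4 (0.16, 0.0605)). Hindlimb genes in muff–grouse at HH25 ran from −0.22 to −0.14 (changed without muff replicate 4 (−0.18, 0.0281)).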

Other observations

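The batch tests of the replicate numbers, the test of crossed numbers in muff at HH21 and the simulation with redrawn scale libraries were chosen only after the results were seen, and the fits with the batch term or the Z score as a covariate were added after the data were seen. The splits of the libraries and the Fisher tests of Z dosage were set out before their results. The readings of the Fisher tests and of the crossed numbers were made more cautious once the values were known.

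Replicates 1 and 2 parted from replicates 3 and 4 across the phenotypes, and a batch shared by replicates 1 and 2 is a candidate explanation. With group as a term, 4885, 7263 and 388 features were called between these parts at HH21, HH25 and HH29, against at most 21, 24 and 2 for the other pairings of the numbers. Libraries of different phenotypes correlated across features, in their deviations from group means, at 0.14, 0.24 and 0.05 within a part. The labels name no lane, plate or day per library, so what the parts share is open. Embryos of 1 part collected at a slightly different age would look the same. Every group holds replicates of both parts, so the batch is not confounded with limb or phenotype.

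For the limbs, 2 of the 35 splits gave as many calls as the real one in scale, grouse and muff at each stage, a share over 0.05, so chance alone is not excluded by that count. At HH21 and HH25 the other split was the one that parts replicates 1 and 2 from 3 and 4. It gave 481, 1422 and 2012 calls in scale, grouse and muff at HH21, and 4653, 3984 and 2569 at HH25. With the batch term the real comparisons gave 385 in scale and 371 in grouse at HH25, and 265 and 277 in muff at HH21 and HH25. At HH29 the other split put replicates 1 and 3 of both limbs against 2 and 4 in scale (674 calls) and muff (1257), and replicates 1 and 4 against 2 and 3 in grouse (310). The Z scores of its sides were −0.49 to −0.3 and 0.14 to 0.18 in scale, and −0.45 to −0.38 and 0.07 to 0.19 in grouse. In muff they overlapped (−0.43 to 0.17 and 0.05 to 0.11). All of these splits keep the limbs of a number together. Of the 8 splits that part all 4 limb pairs, only the real one gave as many calls, in each phenotype and at each stage, and the highest of the others gave 0.

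Between hindlimbs, all 35 of 35 splits matched the grouse–scale count of 0 at HH21 (edgeR, with 1281 features at an unadjusted p below 0.05 and 89 calls by DESeq2). At HH25 3 splits and at HH29 2 splits gave as many. The others gave 2655 and 24 calls at HH25 and 367 at HH29. In muff–scale 2, 3 and 1 splits gave as many, the others with 344 calls at HH21 and 797 and 356 at HH25. In muff–grouse 2, 2 and 1 did, the others with 2677 and 1174. Between forelimbs, 1, 3 and 2 splits gave as many in grouse–scale (3412 and 52 calls at HH25, 276 at HH29), and 2, 3 and 1 in muff–scale (166 at HH21, 2932 and 18 at HH25). Only muff–scale and muff–grouse hindlimb and muff–scale forelimb at HH29 and grouse–scale forelimb at HH21 had a share below 0.05. Over 30 comparisons that does not exclude chance. All same-numbered pairs lay above 0.1 in the comparisons with scale at HH25, in both limbs, and in muff–grouse at HH21. There only the real one of the 8 splits parting all 4 pairs gave as many calls. The others as large kept 2 or more pairs together. Splits parting all 4 pairs also spread replicates 1 and 2 evenly over the sides, so they do not show a pairing by number. In muff–scale hindlimb and forelimb at HH21 and in muff–grouse hindlimb at HH21 and HH25, the only other split as large was that of replicates 1 and 2 from 3 and 4, so there the splits do not separate chance from that parting of the replicates. At HH25 that split gave the largest count in each comparison. With the batch term the real counts in hindlimb were 1 and 316 in grouse–scale, 117 and 605 in muff–scale and 128 and 235 in muff–grouse at HH21 and HH25. In forelimb at HH25 they were 315 and 330. The HH29 splits in grouse–scale parted libraries of low Z score (−0.49 to −0.34 in hindlimb, −0.45 to −0.3 in forelimb) from the rest (0.07 to 0.18 and 0.1 to 0.19). With the Z score as a covariate, the grouse–scale hindlimb count at HH29 was 66 against 41.

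Libraries fell on low and high Z scores within most groups, as sex of the embryos might give, which the labels do not state. A difference in Z-linked dosage between groups was tested as a source of the hindlimb calls. The two-sided Fisher exact p for more list features among the calls was p = 1, 0.148 and 1 in grouse–scale, 1, 0.371 and 1 in muff–scale, and 1, 1 and 0.269 in muff–grouse. In grouse–scale at HH21 there were 0 calls, so that test could give no other value. At most 1 list feature was called in any comparison. The list medians were −0.25, −0.43 and −0.09 in grouse–scale, −0.01, −0.43 and 0.06 in muff–scale, and 0.23, 0.01 and 0.14 in muff–grouse. With so few calls, neither the Fisher test nor a list median near 0 excludes dosage, which stays open in every hindlimb comparison. The largest gap was at HH25, where the mean score was 0.3 in scale hindlimb, −0.14 in grouse and −0.15 in muff. There the Z covariate left 1 call in grouse–scale and 2 in muff–scale. It gave 20 at HH21 and 138 at HH29 in muff–scale, and 2 at HH21 in muff–grouse. By the condition written first, a list called no more often than the other features, dosage would have been argued against in the 8 comparisons with calls.

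In muff at HH21 the Z scores of the limbs numbered 2 were −0.15 in forelimb and 0.4 in hindlimb, and of those numbered 4 0.55 and 0.04. Numbers crossed between the limbs is a possible explanation. Outside the list, the same-numbered pairs correlated at 0.31 and 0.31 and the crossed pairs at 0 and 0.24. By the condition written for this test that argues against crossed numbers. Over all features, however, the same-numbered pairs of these libraries (0.29 and 0.3) were the lowest of the 12 limb pairs at HH21, and the crossed 0.24 lay far above the median of −0.14 for differently numbered pairs. Crossed or mixed libraries therefore stay open, and no other explanation was tested.

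Calls here were set beside the authors' deposited tables, which use shrunken fold changes and all 24 libraries of a stage. Of the features called here, 133 of 150, 120 of 122 and 227 of 235 were also called in the authors' deposited table of scale hindlimb–forelimb. In the authors' deposited tables this held for 17 of 17 and 36 of 41 in grouse–scale at HH25 and HH29, and for 35 of 35, 49 of 49 and 31 of 31 in muff–scale. In muff–grouse it held for 13 of 15, 71 of 74 and 345 of 368 in the authors' deposited table. The authors' deposited tables called 296, 590 and 486 features in scale hindlimb–forelimb, 941, 479 and 227 in grouse–scale, 1147, 1585 and 879 in muff–scale, and 706, 1196 and 1132 in muff–grouse. Fold changes correlated across features at 0.81 to 0.94 with those in the authors' deposited tables.

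In the authors' deposited chicken table, 59 genes listed at 0 had counts in the libraries labelled forelimb HH21 replicates 2 and 4, the libraries absent from its means.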
